A study of Mus musculus with 15 samples. Its data were reported in "Pancreas lineage allocation and specification are regulated by sphingosine-1-phosphate signalling" (2017).

How the data were processed

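Poly(A) RNA of embryonic mouse pancreata was sequenced from 15 strand-specific libraries in 5 groups of 3 biological replicates. Each library was made from pooled organs or explants of the same genotype or treatment. The groups were pancreata labelled wt or S1pr2 null and taken at 14.5 dpc, and wild-type explants of that stage, dorsal buds by the methods of the study, after 2 days of ALI culture in standard medium, with 15 μM JTE013, or with 15 μM JTE013 and 50 ng/ml CTGF. Groups and replicate numbers were taken from the sample titles, and all 15 libraries were used. No label states a sequencing date or batch.

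The authors aligned the single-end reads to the mm10 reference with GSNAP, using Ensembl splice sites, and deposited the raw read count per Ensembl gene of uniquely aligned reads, as counted with featureCounts and the same annotation. The counts were not normalised and no libraries were pooled. Whether the counting used the strand was not stated, so genes that overlap on either strand can share reads. A read that fits several loci equally well is not counted, so genes with near-identical copies lose reads. The share of 50-base words that each gene's reference transcripts have in common with another locus was computed to mark such genes. The table held 25292 genes, and every column was mapped to 1 sample. Symbols and biotypes came from the GENCODE M21 annotation of the same genome build and were found for 24750 IDs (97.9%). The 542 IDs without a biotype were not counted as protein-coding. Coordinates are the span of the exons given in the count table, in mm10.

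Total counts ranged from 11402804 to 13828737 reads per library. Depth was similar in all groups. Counting error falls below the spread between replicates for well-expressed genes only, and exceeds it for genes with about 100 reads. A fold change against a group whose libraries were all at or under 3 reads is given as a lower bound against that floor. Intervals and floors cover counting error only.

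Counts were tested in R 4.3.3 with the quasi-likelihood F-test of edgeR 4.0.16, with TMM factors, genes kept by filterByExpr, 1 coefficient per group, all 15 libraries in one fit and no covariate. P-values were adjusted by the Benjamini-Hochberg method over the 16245 genes tested. A gene was counted as regulated at an adjusted p of at most 0.1, a mean normalised count above 100 in either group and a fold change below 0.6 or above 1.6, if protein-coding, which is the criterion of the study. Single genes, lists and the interaction were called at an adjusted p below 0.05. Normalised read counts are counts divided by the effective library size relative to the mean. The interaction contrast was the JTE response minus the response in the libraries labelled S1pr2 null, over all genes tested. Results for the libraries labelled S1pr2 null rest on that label, since their S1pr2 counts were higher than in wt.

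Marker lists were tested with fry (limma 3.58.1, two-sided), with adjustment over 18 tests of 6 lists in 3 comparisons, over 4 interaction tests and over 4 differences between lists. A list's value is the median log2 fold change of its tested genes. The fry test scales each gene's change by its spread, so its p does not test that median or a difference of medians. The progenitor, endocrine, acinar, duct, Notch and YAP lists hold the symbols of the study's own marker lists. A further 17 lists were written before the data were examined and 2, macrophages and general epithelium, after it. The epithelial genes were chosen before their own values were seen. These 19 lists were adjusted over 76 tests, and the closing section gives a part of their results. Of the 20 progenitor genes 15 are also in another list of the study, as are 9 of the 56 endocrine, 8 of the 30 acinar, 1 of the 17 duct, 3 of the 23 Notch and 2 of the 11 YAP target genes.

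Correlations between responses are Spearman coefficients across genes. Where 2 comparisons share libraries, 20 rounds of simulated unchanged groups gave the value expected with no effect. Overlaps were counted in the genes that could have met the criterion in both comparisons. Principal components were computed on the variance-stabilising transformation of DESeq2 1.42.0 with the 500 genes of highest variance, as in the study. Replicates were compared by chi-square over genes. Other splits of the libraries into groups of 3 were refitted, 10 for each comparison and 100 pairs of splits for the interaction. Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 served for annotation and plots.

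The test was tried on simulated counts with the means and sizes of the real libraries. Of 200 genes changed by known factors 198 (99%) met the criterion of regulation, as did 2 of 15664 unchanged genes, among 15864 genes tested. In a comparison with no change 0 genes were called, while 199 of the changed genes passed an adjusted p of 0.05. The interaction called 195 of the 200. A simulated change of the acinar list by −1 was fitted as −0.99, and 1 of 12 list tests with no simulated change was called.

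Named genes were fixed by a rule before the data were examined. They are the lysophospholipid receptors and the genes the study speaks of, and for each comparison the 3 largest rises and the 3 largest falls among regulated genes whose groups did not overlap. Of the 32 listed genes that were tested, the text gives full values for a part, picked after the values were seen. Some single genes, among them genes of the largest falls, are not reported here. Over all 32, 6 were higher and 6 lower in the libraries labelled S1pr2 null, 3 higher and 16 lower in JTE, 6 higher and 17 lower in JTE with CTGF relative to control, 5 higher and 6 lower relative to JTE, and 14 higher and 6 lower in control relative to wt. Adjusted over the list alone, 6 were higher and 8 lower in the libraries labelled S1pr2 null, and the other counts were the same.

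Alternatives planned before the data were examined were the median-of-ratios factors (RLE), library totals, scaling without the 20 most abundant genes, no filter on low counts, a mean of at least 50 counts, the replicate number as a block, fits of only the libraries compared, leaving out each library, other thresholds, DESeq2 with and without shrunken fold changes, camera in place of fry, list genes in no other list, Pearson coefficients and 2000 genes for the components. Removing each library's trend with gene length or GC content, the share of counts on 4 Y-linked genes as a covariate, and the interaction over protein-coding genes only were added after seeing the data. The stages before and after 14.5 dpc and the sorted cells that the study also used were not analysed here.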

Results

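Gene expression was measured by RNA sequencing of mouse embryonic pancreata. The data comprised 15 libraries in 5 groups, with 3 libraries per group. Wild-type (wt) and S1pr2 null pancreata were taken directly at 14.5 days post coitum (dpc). S1pr2 is a receptor for sphingosine-1-phosphate (S1p), a signalling lipid. Explants of the same stage, for which the study describes the dorsal bud as the starting tissue, were kept for 2 days in air-liquid interface (ALI) culture, in which the explant rests on a filter between medium and air. Explants were left in standard medium (control), treated with 15 μM JTE013 (JTE), an antagonist of S1pr2, or treated with 15 μM JTE013 together with 50 ng/ml connective tissue growth factor (CTGF). The total count per library ranged from 11402804 to 13828737 reads assigned to genes. Of the 25292 genes in the count table, 16245 carried enough reads to be tested, and 14518 of these were protein-coding. The biological coefficient of variation was 7.3%, so the spread between libraries, and not the depth, limited the precision for well-expressed genes. The 3 libraries of a group differed by more than sampling noise in every group, with a chi-square per gene of 2.34 to 23.2, and no library was a copy of another. The largest value lay between the libraries JTE 2 and JTE 3.

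The S1pr2 gene itself (ENSMUSG00000043895, chromosome 9, 20965952 to 20976793 in mm10) was examined first, as a check of the genotype labels. The wt libraries held 858, 796 and 812 S1pr2 reads. The libraries labelled S1pr2 null held 1486, 1368 and 1609. The control explants held 763, 792 and 814 reads, the JTE explants 727, 828 and 977, and the explants with JTE and CTGF 949, 815 and 792. The mean normalised read count was 1358 ± 97.6 (SD, n = 3) in the libraries labelled S1pr2 null and 766 ± 5.87 (SD, n = 3) in wt. The log2 fold change was 0.83 ± 0.07 (SE), with an edgeR adjusted p of 4.5e-07, and S1pr2 was higher in 3 of 3 libraries. S1pr2 reads were therefore more abundant where the label states a null genotype, which goes against the label as far as transcript counts can show. The counts per gene do not tell which exons the reads came from. The wording "libraries labelled S1pr2 null" is kept for this reason, and every direction given for them rests on the label.

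**Figure D1:**
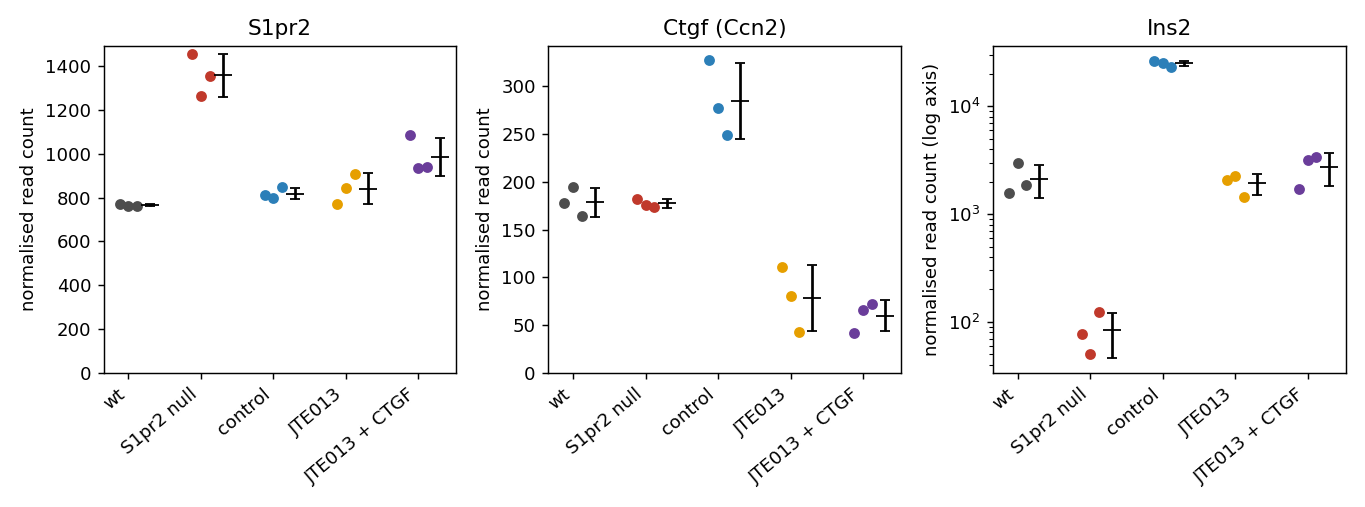
Normalised read counts (y axis) of S1pr2, Ctgf and Ins2 in each of the 15 libraries, by group (x axis); points are libraries, and the bar with whiskers is the mean ± SD of 3 libraries, with a log axis for Ins2 only. S1pr2 stands at 1358 in the libraries labelled S1pr2 null against 766 in wt, Ctgf falls from 285 in control to 78.2 in JTE explants, and Ins2 is lower in the libraries labelled S1pr2 null than in wt (83.7 against 2133) and lower in JTE than in control explants (1926 against 24960).

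Principal component analysis of the 9 cultured libraries placed treatment on the first axis. PC1 held 79.46% of the variance of the 500 most variable genes and separated the control explants from both JTE groups. PC2 held 9.54% and separated JTE from JTE with CTGF. On PC1 and PC2 the mean distance between libraries was 30.7 from JTE to control and 31.7 from JTE with CTGF to control. It was 12 from JTE to JTE with CTGF, against 2.71 to 3.48 within groups. These distances leave out PC3 (4.23%), on which JTE 3 stood at 7.09, against −1.85 for JTE 1 and −3.02 for JTE 2. With log2 CPM in place of the variance-stabilised counts, the PC1 share was 75.47%. Leaving out 1 library at a time gave 75.36% to 82.27%.

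**Figure D2:**
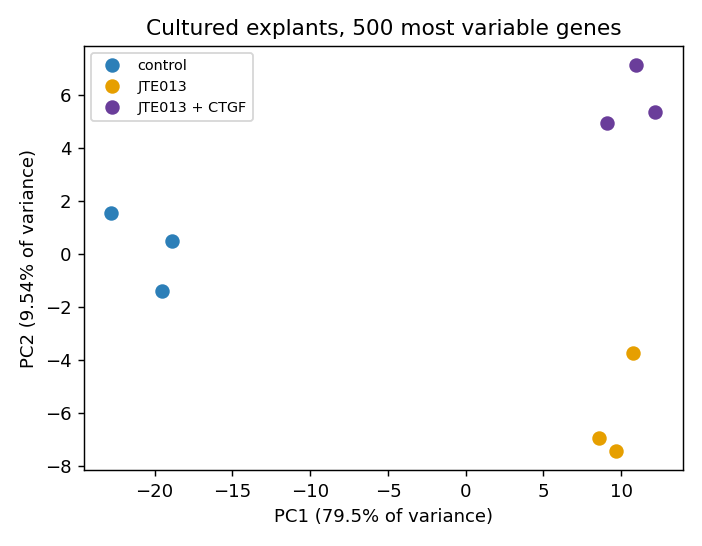
Scores of the 9 cultured libraries on PC1 (x axis, 79.46% of the variance) and PC2 (y axis, 9.54%), computed on variance-stabilised counts of the 500 most variable genes; each point is a library. The 3 control libraries lie apart from the 6 treated libraries on PC1, and CTGF parts the treated libraries on PC2.

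The first comparison asked which genes depend on S1pr2 in the embryo. With the criterion of regulation used here (adjusted p of at most 0.1, mean normalised count above 100 in either group, fold change below 0.6 or above 1.6, protein-coding), 488 genes were regulated in the libraries labelled S1pr2 null relative to wt, 225 higher and 263 lower. The choice that moved this count most was the criterion itself. An adjusted p below 0.05 alone was met by 4199 genes, of which 2043 were higher and 2156 lower. The 3 strongest falls among genes whose libraries did not overlap were those of Ins2, Ins1 and Try10. Ins2 dropped from 2133 ± 727 (SD, n = 3) to 83.7 ± 37.3 (SD, n = 3) normalised reads, a log2 fold change of −4.65 ± 0.33 (SE, edgeR adjusted p = 8.23e-08). Ins1 changed by −4.03 ± 0.32 (SE, edgeR adjusted p = 2.53e-07). Try10 changed by −3.95 ± 0.92 (SE, edgeR adjusted p = 0.00431), but 40.8% of its 50-base words also occur at other loci, so that its count is uncertain. The strongest rises were Hbb-bh1 (2.15 ± 0.19 SE), Hddc3 (1.95 ± 0.10 SE) and Grik1 (1.85 ± 0.15 SE), with edgeR adjusted p of 9.12e-07, 8.16e-10 and 2.9e-07. Hbb-bh1 is a globin of embryonic blood.

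**Figure D3:**
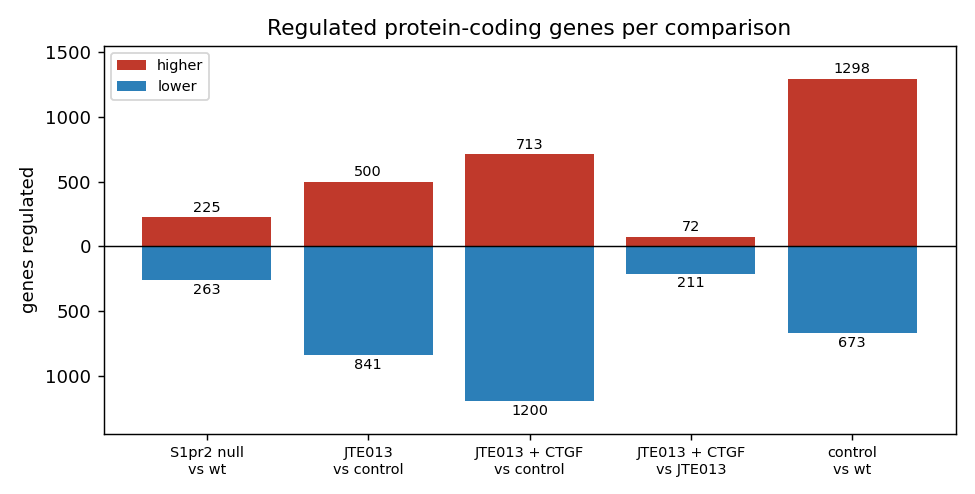
Number of regulated protein-coding genes (y axis) in each of the 5 comparisons (x axis); bars above 0 count genes higher in the first-named group and bars below 0 count genes lower, with the counts printed. The S1pr2 null comparison rests on the labels and gave 225 higher and 263 lower genes, against 500 and 841 for JTE relative to control.

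Related receptors were compared next, because other lysophospholipid receptors could take the place of S1pr2. In the libraries labelled S1pr2 null, S1pr3 rose from 1219 ± 96.2 (SD, n = 3) to 1704 ± 101 (SD, n = 3) normalised reads, with a log2 fold change of 0.48 ± 0.09 (SE, edgeR adjusted p = 8.49e-04). Lpar1 rose from 677 ± 99.5 (SD, n = 3) to 1276 ± 81.2 (SD, n = 3), a log2 fold change of 0.91 ± 0.12 (SE, edgeR adjusted p = 3.49e-05). Lpar4 rose as well (0.39 ± 0.09 SE, edgeR adjusted p = 0.00485). S1pr1, S1pr4, Lpar2 and Lpar6 showed no detectable change, with edgeR adjusted p of 0.304, 0.873, 0.787 and 0.957. S1pr5, Lpar3 and Lpar5 were too rare to test, with at most 5, 11 and 14 reads in any library. In JTE explants the receptors moved otherwise. S1pr3 was lower than in control (−0.74 ± 0.11 SE, edgeR adjusted p = 2.07e-05), S1pr1 was lower (−0.56 ± 0.09 SE, edgeR adjusted p = 9.44e-05), and Lpar1 did not change detectably (0.22 ± 0.15 SE, edgeR adjusted p = 0.229). Leaving out the library control 3 alone brought the Lpar1 change in JTE explants to 0.38, with an adjusted p of 0.0472, and over all 15 such fits it lay between 0.053 and 0.38.

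Lineage commitment was read through lists of marker genes of the study, which are not treated as independent evidence, since the study that named them reported these libraries. In the libraries labelled S1pr2 null, the median log2 fold change of the 30 acinar genes was −1.46 (fry adjusted p = 6.35e-04), and 28 of the 30 were lower. It was −1.37 with 3 genes that fell to the counting floor set at their bound. Adjusted over the list alone, 22 acinar genes were lower and 1 was higher, against 21 and 0 over all genes tested. The 56 endocrine genes had a median of −0.47 (fry adjusted p = 1.13e-05), with 46 lower. Of the 56, 36 were lower and 5 higher when adjusted over the list alone, against 33 and 4 over all genes. The alternative that moved the acinar median most was the restriction to genes in no other list of the study (−1.95). The medians of the 17 duct genes and the 20 progenitor genes were closer to 0, at −0.31 (fry adjusted p = 0.00207) and −0.15 (fry adjusted p = 0.0489). With 2 duct genes at their bound the duct median was −0.185, and over the fits that each left out 1 library it ran from −0.536 (without wt 3) to −0.126 (without S1pr2 null 1), so its place relative to the endocrine median depended on single libraries. Adjusted over the list alone, 7 duct genes were lower and 2 higher, and 8 progenitor genes were lower and 1 higher; over all genes these counts were 7 and 2, and 7 and 1. The progenitor result lay at the threshold. It passed 0.05 in only 4 of the 15 fits that each left out 1 library, whose adjusted p ran from 0.00527 to 0.151 and whose medians ran from −0.17 to −0.11. With the progenitor genes in no other list, the median was 0.069. Neither the 23 Notch genes (−0.074, fry adjusted p = 0.746) nor the 11 YAP target genes (−0.0072, fry adjusted p = 0.182) moved detectably as a set. Single members did, in both directions, with 8 Notch genes higher and 5 lower and 2 YAP target genes higher and 1 lower, both adjusted over the list alone and over all genes. The sign of the YAP median changed under several alternatives, and the test passed its threshold (0.033, adjusted p = 0.00195) where only the 6 libraries of the comparison were fitted.

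Set against the duct list, the acinar list was lower by more in the libraries labelled S1pr2 null. The acinar median minus the duct median was −1.15 (fry adjusted p = 0.00103). For the endocrine list the difference was −0.086 (fry adjusted p = 1.63e-05), a value whose sign depended on single libraries. It was 0.0063 without wt 1, 0.067 without wt 3 and 0.030 without S1pr2 null 2, while the adjusted p stayed between 1.37e-06 and 1.34e-04 over the 15 fits. Gcg changed less than the insulin genes (−0.80 ± 0.18 SE, edgeR adjusted p = 0.00306). Among duct markers, Krt19 was lower (−0.76 ± 0.07 SE, edgeR adjusted p = 7.69e-07), whereas Car2 did not differ detectably (edgeR adjusted p = 0.439). The acinar genes Cpa1 (−1.32 ± 0.19 SE) and Ptf1a (−0.89 ± 0.20 SE) were lower, with edgeR adjusted p of 1.08e-04 and 0.00319. Neurog3, the gene of the endocrine progenitor factor Ngn3, changed by −0.42 ± 0.17 (SE), which did not pass the threshold (edgeR adjusted p = 0.0718). It passed without the library JTE 3 (0.011), without JTE with CTGF 1 (0.0405) and without JTE with CTGF 3 (0.0469), none of which belong to this comparison. It also passed where only the 6 libraries of the comparison were fitted (−0.418, adjusted p = 7.03e-06) and without a filter on low counts (−0.426, adjusted p = 0.00374).

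**Figure D4:**
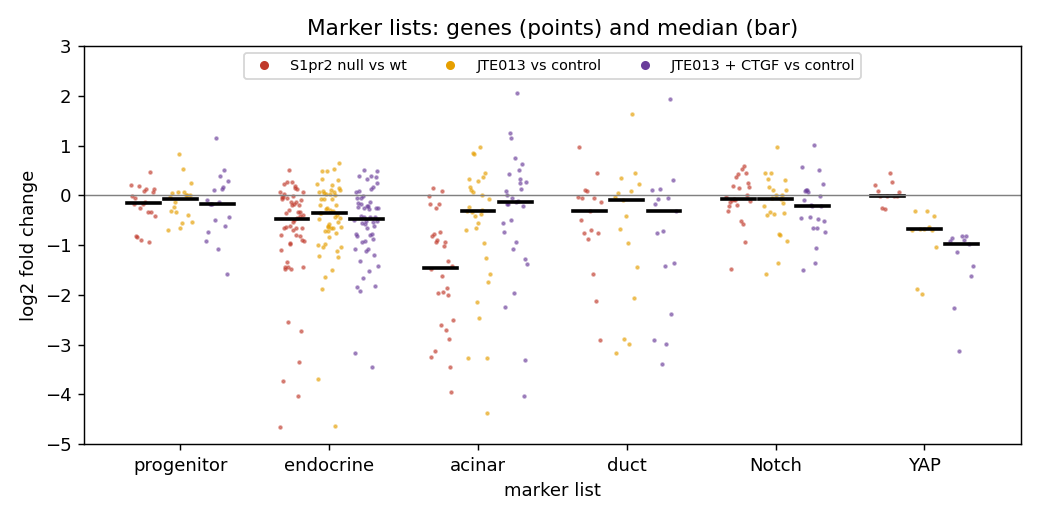
Log2 fold change (y axis) of each gene (points) of 6 marker lists (x axis) in 3 comparisons (colours), with the list median as a bar; 5 points lie outside the axis of −5 to 3. The acinar median is −1.46 in the libraries labelled S1pr2 null relative to wt, −0.32 in JTE and −0.13 in JTE with CTGF relative to control, and all 11 YAP target genes lie below 0 in both JTE groups.

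The second comparison asked what acute block of S1pr2 does in explants. In JTE relative to control, 1341 genes were regulated, 500 higher and 841 lower, which is 2.75 times the number in the comparison of genotypes. The largest rises were those of Slc26a3, Trib3 and Trim66. Slc26a3 was at least 70.8-fold higher, since all 3 control libraries were at or under 3 reads. Trib3 rose from 123 ± 21.4 (SD, n = 3) to 3652 ± 487 (SD, n = 3) normalised reads (log2 fold change 4.89 ± 0.14 SE, edgeR adjusted p = 5.38e-13), and Trim66 changed by 4.44 ± 0.36 (SE, edgeR adjusted p = 3.88e-08). Among the largest falls, Wfdc18 was at least 34.9-fold lower and Slc5a10 at least 54.9-fold lower.

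Insulin transcripts fell steeply in JTE explants. Ins1 went from 17430 ± 1020 (SD, n = 3) to 702 ± 170 (SD, n = 3) normalised reads, a log2 fold change of −4.64 ± 0.27 (SE, edgeR adjusted p = 8.16e-10), and Ins2 changed by −3.70 ± 0.27 (SE, edgeR adjusted p = 1.14e-08). Gcg changed by −1.01 ± 0.18 (SE, edgeR adjusted p = 1.55e-04). The endocrine list had a median of −0.35 (fry adjusted p = 3.53e-05), with 38 of 56 genes lower. Both over the list alone and over all genes, 32 endocrine genes were lower and 7 higher, so that adjusted over the list alone nothing changed. The acinar list did not pass the threshold (−0.32, fry adjusted p = 0.065, 20 of 30 genes lower; adjusted over the list alone 14 lower and 4 higher, the same as over all genes). The acinar result depended on the library JTE 3, without which the median was −0.062 (0.348), while it passed the threshold without control 3 (−0.46, adjusted p = 0.00323) or without JTE 2 (−0.48, adjusted p = 0.0305). Ptf1a was higher in JTE than in control (0.83 ± 0.18 SE, edgeR adjusted p = 7.91e-04), and Cpa1 did not change detectably (0.44 ± 0.19 SE, edgeR adjusted p = 0.0601). Cpa1 passed the threshold without the library JTE 3 (0.68, adjusted p = 5.99e-04), without control 2 (0.53, adjusted p = 0.0489) and without wt 2 (0.44, adjusted p = 0.0406). It also passed without a filter on low counts (0.447, adjusted p = 0.00173), with the replicate block (0.419, adjusted p = 0.0429) and with the Y-linked share as a covariate (0.4445, adjusted p = 0.0436).

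The duct list and the progenitor list had medians near 0 in JTE, of −0.092 (fry adjusted p = 1.22e-04, 10 of 17 genes lower) and −0.078 (fry adjusted p = 0.0112, 12 of 20 genes lower). The genes past 0.05 adjusted over the list alone were 7 lower and 5 higher for duct, and 8 lower and 3 higher for progenitor, as over all genes. Duct genes thus changed strongly in both directions, from a log2 fold change of −3.161 to a rise of at least 70.8-fold (Slc26a3), and the duct median was −0.257 with the genes in no other list and −0.21 without the library JTE 1. Relative to the duct list, neither the endocrine list (−0.096, fry adjusted p = 0.238) nor the acinar list (−0.23, fry adjusted p = 0.123) stood apart. Without JTE 3 the acinar difference was 0.018. Some progenitor genes changed strongly. Nkx6-2 fell from 416 ± 29.2 (SD, n = 3) to 11.3 ± 6.61 (SD, n = 3) normalised reads (−5.22 ± 0.27 SE, edgeR adjusted p = 1.63e-10), and Dll1 changed by −1.57 ± 0.12 (SE, edgeR adjusted p = 1.24e-08). Pdx1 (−0.67 ± 0.08 SE) and Sox9 (−0.70 ± 0.09 SE) were lower, with edgeR adjusted p of 3.61e-06 and 9.64e-06. Neurog3 changed by −0.53 ± 0.21 (SE, edgeR adjusted p = 0.0427), a call lost in 10 of the 15 fits that left out 1 library, with adjusted p of 0.0222 to 0.207. The call was also lost with DESeq2 (adjusted p = 0.0869, or 0.0904 with shrunken fold changes). In edgeR it was lost where only the libraries of the comparison were fitted (0.0834), with the replicate block (0.0506) and with the Y-linked share as a covariate (0.051). Krt19 was lower (−0.68 ± 0.06 SE, edgeR adjusted p = 1.38e-07). Car2 showed no detectable change (edgeR adjusted p = 0.208).

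YAP is a coactivator of transcription that S1p receptors can stabilise, and its targets were compared for this reason. All 11 YAP target genes were lower in JTE than in control (median −0.68, fry adjusted p = 8.07e-08), and all 11 passed 0.05 both adjusted over the list alone and over all genes. Ctgf (Ccn2 in the current annotation, ENSMUSG00000019997, chromosome 10, 24595442 to 24598683) was among them. It fell from 285 ± 40.1 (SD, n = 3) to 78.2 ± 34.2 (SD, n = 3) normalised reads, which is 3.68-fold lower (−1.88 ± 0.22 SE, edgeR adjusted p = 2.08e-06). Ccnd1 (−1.04 ± 0.11 SE) and Cdk6 (−0.41 ± 0.11 SE) were lower with edgeR adjusted p of 6.21e-07 and 0.00341. Several genes of the YAP list, such as Mcm6 and Pola1, also serve cell division. A separate list of proliferation genes fell by a like amount in JTE (median −0.692, 20 of 20 genes lower). How much of the fall of the YAP list goes with lower proliferation therefore cannot be told from the list. In the libraries labelled S1pr2 null, Ctgf did not change detectably (−0.011 ± 0.201 SE, edgeR adjusted p = 0.978). Transcripts of Yap1 itself stood at 2326 ± 105 (SD, n = 3) in JTE and 2314 ± 81.0 (SD, n = 3) in control (edgeR adjusted p = 0.921), and were higher in the libraries labelled S1pr2 null than in wt (0.39 ± 0.06 SE, edgeR adjusted p = 8.26e-05). The Notch list had a median of −0.082 in JTE (fry adjusted p = 0.0012), with 10 genes lower and 5 higher both adjusted over the list alone and over all genes. Sel1l, whose protein limits Notch signalling, was higher (1.05 ± 0.14 SE, edgeR adjusted p = 6.41e-06).

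The third comparison asked how far CTGF changes the response to JTE. Relative to control, 1913 genes were regulated in JTE with CTGF, 713 higher and 1200 lower. Of 1329 genes regulated by JTE and 1879 by JTE with CTGF in a common background of 11260 genes, 1058 were shared, and all 1058 changed in the same direction. Both comparisons used the same control libraries, which by itself raises overlap and agreement in direction, and no value without an effect was computed for either. The log2 fold changes correlated across genes (Spearman 0.80). Unchanged groups simulated against the shared control libraries gave 0.45, with a range of 0.43 to 0.46 over 20 rounds; genes are not independent replicates. Without a filter on low counts the correlation was 0.677. The strongest rises were again Slc26a3 (at least 50.9-fold) and Trib3, joined by Rps3a1. Among the strongest falls were Gm10800 (at least 266-fold) and Wfdc18 (at least 30.3-fold). Rps3a1 shares 71% of its 50-base words with other loci, and Gm10800 shares 23.1%, so that both counts are uncertain.

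With CTGF present, the medians relative to control were −0.47 for the endocrine list (fry adjusted p = 8.52e-06), −0.13 for the acinar list (fry adjusted p = 0.426), −0.31 for the duct list (fry adjusted p = 1.8e-05) and −0.17 for the progenitor list (fry adjusted p = 0.00243). The Notch list stood at −0.205 (fry adjusted p = 5.31e-05) and the YAP list at −0.99 (fry adjusted p = 2.7e-09, 11 of 11 genes lower). Adjusted over the list alone, 40 endocrine, 11 acinar, 10 duct, 8 progenitor, 12 Notch and 11 YAP target genes were lower, as over all genes. Higher were 6 endocrine, 6 acinar, 2 duct, 4 progenitor and 5 Notch genes (4 Notch genes over all genes) and 0 YAP target genes. Ctgf transcripts remained low, at 59.6 ± 16.3 (SD, n = 3), and did not differ detectably from JTE alone (−0.38 ± 0.26 SE, edgeR adjusted p = 0.306).

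Direct comparison of JTE with CTGF and JTE alone gave 283 regulated genes, 72 higher and 211 lower. Rps3a1 (4.15 ± 0.66 SE), Hbb-bt (2.87 ± 0.33 SE) and Hbb-bs (2.74 ± 0.28 SE) rose most, with edgeR adjusted p of 1.75e-04, 8.06e-06 and 3.03e-06. The globin genes share 58.3% and 65.8% of their words with other loci. Gm10800 was at least 136-fold lower, and Srcap (−2.01 ± 0.10 SE) and Hipk2 (−1.85 ± 0.09 SE) followed, with edgeR adjusted p of 2.87e-09 and 9.04e-10. The change in this comparison correlated with gene length across genes (Spearman −0.409), and with each library's length trend removed 189 genes were regulated, 167 of them among the 283. Ins1 was higher with CTGF (1.19 ± 0.25 SE, edgeR adjusted p = 0.00184) but far below control (−3.45 ± 0.25 SE, edgeR adjusted p = 7.82e-09), and Hes1 was higher (0.44 ± 0.06 SE, edgeR adjusted p = 5.13e-05).

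The change over 2 days of culture was the fourth comparison. It differed from the others in that it set cultured against uncultured libraries. No label gives a batch, so whether these were also made as separate sets is unknown. Culture and a possible difference in library set cannot be told apart. If the explants were dorsal buds and the uncultured samples were not, the tissue differed too. Between control explants and wt pancreata 1971 genes were regulated, 1298 higher and 673 lower, and 34.1% were lower. With scaling by library totals alone, the median of all genes moved to −0.167, and 989 genes were higher and 1008 lower, so that 50.5% were lower. Under the scaling used here the 20 most abundant genes held 11.5% to 16.9% of the counts in cultured libraries and 5.35% to 7.03% in uncultured ones. 1810009J06Rik was at least 37.4-fold and Reg3g at least 99.2-fold higher, and Reg3b changed by 9.06 ± 0.87 (SE, edgeR adjusted p = 1.44e-07). Hba-a2 (−8.37 ± 0.23 SE) and Hbb-bt (−7.19 ± 0.26 SE) fell with edgeR adjusted p of 1.98e-14 and 8.14e-13, and Gm8113 was at least 55.6-fold lower. Of these, 1810009J06Rik, Hba-a2, Hbb-bt and Gm8113 share 81.5%, 86.9%, 58.3% and 40.2% of their words with other loci. Ins2 rose from 2133 to 24960 ± 1470 (SD, n = 3) normalised reads.

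Genotype and antagonist were finally set side by side, since both remove S1pr2 function by design. Of 404 genes regulated in the libraries labelled S1pr2 null and 982 in JTE, counted in a background of 10653 genes, 124 were shared, against 37.2 expected by chance. Of the 124, 76 were lower in both, 12 were higher in both and 36 changed in opposite directions. Across all 16245 genes the log2 fold changes were nearly uncorrelated (Spearman 0.059, Pearson 0.127). Of 100 pairs of splits of the 6 and 6 libraries, 65 gave a correlation as large. The value was −0.0020 without the library JTE 3 and 0.092 without JTE 2. An interaction test, the response to JTE minus the response in the libraries labelled S1pr2 null, called 6977 genes at an adjusted p below 0.05, which is 42.9% of those tested. Of these, 3490 were more positive and 3487 more negative with JTE. The arms differ in culture, in stage at harvest and possibly in library set and in the part of the organ taken, as well as in the means of removing S1pr2 function.

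The lists were put through the same interaction test. The acinar list differed by 0.99 and the duct list by 0.078, each with a fry adjusted p of 0.0505, just above the threshold. The endocrine list (0.14, fry adjusted p = 0.107) and the progenitor list (−0.037, fry adjusted p = 0.484) showed no detectable difference as sets. Adjusted over the list alone, 15 acinar genes were more positive and 3 more negative with JTE, and 4 duct genes more positive and 5 more negative, the same as over all genes. Many endocrine genes differed too, in both directions, with 25 more positive and 15 more negative over the list alone (21 and 15 over all genes), as did 7 and 5 progenitor genes (6 and 5 over all genes). Leaving out JTE 3 gave a difference of 1.30 for the acinar list (adjusted p = 0.00533) and 0.19 for the endocrine list (adjusted p = 0.0102), leaving out wt 1 gave 1.31 for the acinar list (0.0494), and leaving out wt 2 gave 0.042 for the duct list (adjusted p = 0.0305).

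The responses were also compared with the change over 2 days of culture. The response in the libraries labelled S1pr2 null correlated with it by −0.124 (Spearman), where unchanged groups sharing the wt libraries gave 0.446 by simulation. Of 238 genes regulated in both, 182 changed in opposite directions, whereas the shared wt libraries favour the same direction. The response to JTE correlated with it by −0.161, where unchanged groups sharing the control libraries gave −0.461. Of 632 genes regulated in both, 509 changed in opposite directions, which the shared control libraries favour by themselves. Without a filter on low counts these correlations were 0.114 and −0.292.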

Values the study reported

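The study reported that CTGF expression was repressed 3.5-fold in 14.5 dpc explants after 2 d of S1pr2 block. It reported that the total number of regulated genes rose by 2.5-fold at 14.5 dpc + 2 d. In the epithelium of S1pr2 null pancreata, S1pr3 and Lpar1 were reported to be higher by 5- and 7-fold. Genes counted as regulated in the study at a padj of at most 0.1 with a normalised count above 100 and a fold change below 0.6 or above 1.6.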

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

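The results here were picked out because the response to JTE in explants and the response in the libraries labelled S1pr2 null differed by an interaction test. The direction of the second response rests on a genotype label that the S1pr2 counts do not bear out. The arms also differ in culture, in developmental stage at harvest, in library set and, by the study's account of dorsal buds in culture, in the part of the organ taken, so antagonist and setting cannot be told apart for the difference as such. The test of equal macrophage loss was chosen only after the result was seen, as was the macrophage list; the tests of the antagonist's effects outside S1pr2, of proliferation and of oxygen supply were fixed before.

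At an adjusted p below 0.05, 6977 of the 16245 genes responded differently, 3490 more positively and 3487 more negatively with JTE. Of 100 pairs of splits of the 6 and 6 libraries, 1 gave as many, the real one. The next highest count was 4685, in a pair that kept the JTE arm intact, and pairs that regrouped both arms gave 0. Regrouping an arm mixes its groups, which removes its response and widens its spread, so low counts in such pairs were built in. The pairs therefore cannot tell whether the responses of the arms were equal. Of 22 named genes set side by side, which are not all of those reported, 16 differed, 3 more positive and 13 more negative with JTE.

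Among receptors and their mediators in the set of 22, the differences were −0.785 for S1pr2, −1.225 for S1pr3, −0.71 for S1pr1, −0.697 for Lpar1, −0.473 for Lpar4, −0.379 for Yap1 and −1.868 for Ctgf. S1pr2, S1pr3, Lpar1, Lpar4 and Yap1 were raised in the libraries labelled S1pr2 null (0.827, 0.483, 0.913, 0.39 and 0.387) and not in JTE (0.042, −0.742, 0.216, −0.083 and 0.008). Whether a rise of related receptors needs a longer absence of S1pr2 than 2 days of block was not tested here. The study reported S1pr3 and Lpar1 to be raised in embryonic pancreata after pregnant dams were injected with JTE013 over a few days. By that report a lifelong absence is not needed in utero for these receptors. Why the explants differed stays open. Ctgf fell in JTE alone.

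Among lineage genes, Cpa1 differed by 1.756 and Ptf1a by 1.724, being lower in the libraries labelled S1pr2 null and not in JTE, and Sel1l by 1.409. Nkx6-2 differed by −5.685, Dll1 by −1.353, Sox9 by −0.893, Pdx1 by −0.499, Ccnd1 by −1.102 and Cdk6 by −0.392, all 6 being lower in JTE and not detectably changed in the libraries labelled S1pr2 null. Scaling does not account for differences of this size in both directions. With the 20 most abundant genes left out of the scaling, the acinar difference of the lists was 0.954 against 0.986 as reported.

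The list of integrated stress response (ISR) genes differed most, by 2.354 (fry adjusted p = 5.14e-08). Of its 18 genes 17 were higher in JTE (median 1.885, fry adjusted p = 3.99e-09). In the libraries labelled S1pr2 null the median was −0.306 (fry adjusted p = 0.00169), with 10 genes called lower and 0 higher. A part of the difference is thus a fall in those libraries. The hypothesis that JTE013 acts on explants outside S1pr2 needs stress genes raised by the antagonist alone, and the value of 2.354 is what it needs. It could have come out the other way. Of the other lists named for that hypothesis, p53 targets differed by 0.266 (adjusted p = 0.00995), but were not raised detectably in JTE (0.077, adjusted p = 0.324); they were lower in the libraries labelled S1pr2 null (−0.155, adjusted p = 0.00314). Xenobiotic genes, of which 6 of 13 could be tested, were raised in JTE (0.766, adjusted p = 0.00136, 6 of 6 higher, 4 of them past 0.05) and in JTE with CTGF (0.829, adjusted p = 6.7e-04) and not detectably in the libraries labelled S1pr2 null (0.146, adjusted p = 0.994), while the difference itself did not pass (0.403, adjusted p = 0.153). For sterol genes the difference did not pass (−0.361, adjusted p = 0.243), nor did the change in JTE (−0.28, adjusted p = 0.165), while they were lower in JTE with CTGF (−0.496, adjusted p = 0.021, 19 of 23 past 0.05). S1pr2 null explants treated with JTE013 would separate an effect outside S1pr2 from loss of S1pr2 in culture. Libraries of such explants were not analysed here. The study reported that JTE013 left growth, survival and differentiation of S1pr2 null explants unchanged, and took this as evidence of its specificity. It also reported that added S1p rescued endocrine and acinar cells in explants treated with JTE013. These reports speak against effects outside S1pr2 on those features, but give no values for stress genes. For the stress genes, an effect outside S1pr2 and a response of explants to loss of the receptor both stay open. Sphingolipid metabolism genes differed by 0.229 (adjusted p = 1.98e-06), with 17 of 21 more positive.

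The proliferation list differed by −0.608 (adjusted p = 1.11e-04) and was lower in JTE for 20 of 20 genes, with a median of −0.692, against −0.072 in the libraries labelled S1pr2 null. This is consistent with fewer dividing cells in JTE explants, whatever the cause. The hypoxia list differed by 0.189 (adjusted p = 0.0328). Its median in JTE was 0.015, with 5 genes called lower and 7 higher (adjusted p = 0.199). In JTE with CTGF it was 0.232, with 4 lower and 10 higher (adjusted p = 0.0114). As its genes went both ways in JTE, a change in oxygen supply there can be neither read from the list nor excluded.

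The macrophage list differed by −1.563 (adjusted p = 1.31e-05), the list of spleen and immune genes by −1.668 (adjusted p = 1.34e-05) and the endothelium list by −0.373 (adjusted p = 0.00292). All 14 macrophage genes were lower in JTE, with a median of −1.643. If JTE explants had lost an equal share of macrophages and the rest were unchanged, the markers would fall alike. They fell by different amounts, from −2.429 to −0.194, with a heterogeneity chi-square of 237 on 13 degrees of freedom, which argues against that simple form. A loss together with a change in the remaining cells, or expression of some markers by other cells, stays open. Of the 14 markers 9 had a mean above 100 counts in wt.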

How the results depend on the processing

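Counts of regulated genes stayed within 1.5 times of the reported value under every scaling, filter, model and correction tried, and when any library was left out, apart from the threshold itself. With an adjusted p below 0.05 alone they were 4199 (libraries labelled S1pr2 null), 8474 (JTE), 9926 (JTE with CTGF), 4941 (JTE with CTGF relative to JTE) and 9389 (control relative to wt), because that criterion has no limit on count or fold. Leaving out 1 library at a time gave 407 to 541, 1321 to 1419, 1880 to 2070, 241 to 343 and 1880 to 2051 genes. DESeq2 with shrunken fold changes gave 455 and 1299 genes in the first 2 comparisons. The lowest count for JTE with CTGF relative to JTE, 189, came from removing the length trend, a correction chosen after seeing the data. Scaling by library totals moved the share of lower genes in control relative to wt from 34.1% to 50.5%. The number of genes with a different response ran from 6170 (mean of 50 counts or more) to 8218 (adjusted p at most 0.1), and from 6270 to 7172 when 1 library was left out. All biotypes already entered that count, so the intended widening to all biotypes left it unchanged, and protein-coding genes only, a restriction chosen after seeing the data, were tried as well.

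The replicate numbers do not pair the samples. Correlations between the deviations of same-numbered libraries were −0.047, 0.148 and 0.248 for JTE and control, −0.06, −0.042 and 0.069 for the libraries labelled S1pr2 null and wt, and below 0.01 in the other comparisons. With the replicate block, 489, 1341, 1907, 281 and 1972 genes were regulated. The acinar list in JTE passed its threshold (−0.348), as did Cpa1 (0.419), and Neurog3 in JTE (−0.533) did not; no other call changed.

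Of 43 results on comparisons, lists and their main genes 14 kept direction and side of the threshold in all settings, and of 58 single-gene results reported 54 did. Kept throughout were the rise of S1pr2 (0.773 to 0.877) and of Yap1 (0.295 to 0.438) in the libraries labelled S1pr2 null, the fall of Ctgf (−2.215 to −1.572) and of the YAP list (−0.749 to −0.661) in JTE, and the fall of the endocrine list in the libraries labelled S1pr2 null (−0.642 to −0.445). For the changes below, the cause was not tested unless stated. Most concern values near 0 or a p near the threshold.

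Scaling moved small values. With RLE factors the progenitor list in the libraries labelled S1pr2 null missed the threshold (−0.151), the acinar and duct differences between responses passed it (0.961 and 0.0535), and Yap1 in JTE turned to −0.0142. With library totals, these differences passed (0.968 and 0.0547) with the endocrine one (0.121), as did the acinar list in JTE (−0.343), while the YAP list in the libraries labelled S1pr2 null turned to 8.7e-04 and Yap1 in JTE to −0.0049. Without the 20 most abundant genes, the progenitor list missed (−0.1445), the acinar and duct differences passed (0.954 and 0.0458), and the YAP list (0.0019) and Yap1 in JTE (−0.0156) turned.

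With no filter on low counts the correlations moved to 0.677 (JTE with JTE and CTGF), 0.114 and −0.292 (libraries labelled S1pr2 null, and JTE, with culture). Pearson gave −0.287 for the last. With a mean of 50 counts or more, the YAP list in the libraries labelled S1pr2 null was 0.0202, Yap1 in JTE −0.0163, and the acinar and duct differences passed at 1.02 and −0.0352, the duct one with the opposite sign. Fitted on only the libraries of the comparison, the YAP list passed at 0.0332, the progenitor list in JTE missed (−0.0871), the endocrine minus duct difference in JTE passed (−0.0981), and Yap1 in JTE was −0.0013. DESeq2 gave −0.0122 for Yap1 in JTE with and without shrunken fold changes. Neurog3 in JTE missed the threshold in both forms (−0.5024 with shrunken fold changes and −0.5435 without).

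The corrections chosen after seeing the data changed the following. With the length trend removed, the acinar list in JTE passed (−0.353), the acinar and duct differences passed (0.931 and 0.0251) and Yap1 in JTE was −0.0821. With the GC trend removed, these were −0.364, 0.948, 0.0406 and, for Yap1, −0.0633. With the Y-linked share as covariate, the acinar difference passed (1.05) and the progenitor difference was 0.0054.

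The list tests depended on how the correlation between genes was treated. With camera at its preset correlation, the progenitor and Notch lists missed the threshold in JTE (−0.0785 and −0.0822) and in JTE with CTGF (−0.174 and −0.205), and the acinar difference passed (0.986). With an estimated correlation, 11 list results missed it: progenitor (−0.154), acinar (−1.456) and duct (−0.308) in the libraries labelled S1pr2 null, progenitor (−0.0785), endocrine (−0.351), duct (−0.0916) and Notch (−0.0822) in JTE, and progenitor (−0.174), endocrine (−0.467), duct (−0.308) and Notch (−0.205) in JTE with CTGF. The endocrine list in the libraries labelled S1pr2 null and the YAP list in both JTE groups passed under fry and both forms of camera. With genes in no other list, the progenitor list in the libraries labelled S1pr2 null was 0.0694, and the differences passed at −0.0191 (progenitor), 0.248 (endocrine), 1.447 (acinar) and −0.0182 (duct).

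Across the 15 fits that each left out 1 library, the results with a changed call or sign ran as follows. In the libraries labelled S1pr2 null, the progenitor list ran from −0.170 to −0.114, the YAP list from −0.0114 to 0.0859 and the endocrine minus duct difference from −0.186 to 0.0674. In JTE, the acinar list ran from −0.476 to −0.0617, the acinar minus duct difference from −0.332 to 0.0176 and Yap1 from −0.0272 to 0.0404. The differences between responses ran from 0.826 to 1.311 (acinar), 0.0248 to 0.132 (duct), 0.114 to 0.192 (endocrine) and −0.0445 to 0.0762 (progenitor). The correlation of the response in the libraries labelled S1pr2 null with that to JTE ran from −0.0020 to 0.092. JTE 3 was one end of most of these ranges in JTE. Of single genes, Neurog3, Cpa1 and Lpar1 changed call in some settings, 15 times weaker and 12 times stronger, as given for each gene in the Results.

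Depth limits the receptors S1pr5, Lpar3 and Lpar5, which were not tested, and folds against a group at the counting floor, which are lower bounds.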

Other observations

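Of the tests in this part, those on S1pr2 counts, on ribosomal protein genes, on gene length and on the correlation of the responses were chosen only after the result was seen. The others were fixed before, and the general epithelial genes were listed after the results of the marker lists were known but before their own values.

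S1pr2 counts were higher in the libraries labelled S1pr2 null (log2 fold change 0.827), with 1368 reads in the lowest of the 3. Reads from an overlapping gene are argued against, since 0 genes of the count table overlap S1pr2. A gain of the whole region is argued against as well, because the 16 tested genes within 0.25 Mb had a median of −0.135. S1pr2 reads were plentiful under both labels, at 796 to 858 in wt and 1368 to 1609 in the libraries labelled S1pr2 null. Whichever group is null, its reads must then be transcripts of the disrupted allele, so an exchange of labels alone does not account for the counts. Whether the labels were exchanged as well cannot be told from the counts, since counts per gene carry no exon or junction. The study describes the null allele as a cassette inserted into the gene, and reported no S1pr2 protein in null pancreata by western blot. By qPCR of separately sorted cells it found S1pr3 and Lpar1 higher in the null epithelium. Both were also higher in the libraries labelled S1pr2 null, which speaks for the labels as given. A rise of S1pr2 transcripts through feedback was not tested. If the labels were exchanged, every direction given for this comparison would turn round.

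Genes within 10 Mb of S1pr2 were examined because alleles of another strain can stay linked to a targeted gene. Of 129 tested genes in the window 30 (23.3%) had an adjusted p below 0.05, against 25.9% elsewhere, and 0.714% of all such genes lay in the window. Changes of the linked genes themselves therefore cannot make up the response as a whole. An effect of linked alleles on genes elsewhere was not tested. For single genes in the window an effect of linked alleles stays open. Regulated in the window were Col5a3 (−2.24 ± 0.17 SE, 0.151 Mb from S1pr2), Rab3d (−1.24 ± 0.16 SE), Glb1l2 (−0.76 ± 0.12 SE) and Ntm (0.74 ± 0.20 SE), with edgeR adjusted p of 1.6e-07, 3.75e-05, 2.45e-04 and 0.0121. These 4 were named after their values were seen.

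For each of the 5 counts of regulated genes, 1 of the 10 splits of the 6 libraries gave as many genes, the real one; the highest count of another split was 3, in JTE relative to control. For the 3 comparisons with marker lists, 1 of 10 splits gave as many of the 6 lists past the threshold, and the highest of another split was 2. With 10 splits a share below 0.05 cannot be reached. The correlation of the 2 responses (0.059) was matched in size by 65 of 100 pairs of splits, which is what chance gives.

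The pools differed in the sex of their embryos. Xist stood at 72 normalised reads in wt 1, at 14556 in wt 2 and at 9.48 in the third library of JTE with CTGF, and Y-linked genes moved against it. With the share of counts on 4 Y-linked genes as a covariate, 509 genes were regulated in the libraries labelled S1pr2 null and 478 of the 488 were among them, so the sex of the pools is argued against as the cause. The lists of X-linked and Y-linked genes, tested in the libraries labelled S1pr2 null, in both JTE groups relative to control and for the difference between responses, showed no detectable change in these, with medians of 0.615 and −0.601 in the libraries labelled S1pr2 null (adjusted p of 0.433 and 0.674). Of the 2 X-linked genes listed only 1 could be tested. With Xist at 72 to 14556 reads within wt, these tests cannot exclude a difference in sex between groups.

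The fall of the acinar list in the libraries labelled S1pr2 null was set against technical and tissue explanations. A few abundant genes taking another share of the counts are argued against, since the median was −1.447 with the 20 most abundant genes left out of the scaling. A lower share of epithelium would lower all epithelial lists alike. The acinar median minus the duct median was −1.1473, and minus 30 general epithelial genes −1.027 (fry adjusted p = 0.015), so it is argued against for the acinar list. In other pairs, the medians minus that of the general epithelial genes were 0.12 for duct (fry adjusted p = 0.0137) and 0.275 for progenitor (fry adjusted p = 3.01e-05). The endocrine median minus the duct median was −0.0861 (fry adjusted p = 1.63e-05, at most 1.34e-04 with any library left out, though the sign of the median difference varied). Because fry scales each gene's change by its spread, a small p can go with nearly equal medians, as for acinar and epithelial genes in JTE below. Whether a lower share alone moved the duct, progenitor and endocrine lists is thus not decided. From the general epithelial genes the endocrine list differed by −0.043 (fry adjusted p = 0.0632), so how much of its own fall a lower share carries cannot be told apart from an endocrine change. The general epithelial genes themselves were lower, 28 of 30 in the libraries labelled S1pr2 null (median −0.429, adjusted p = 0.00181) and 23 of 30 in JTE (median −0.364, adjusted p = 6.7e-04). The study's endocrine change may thus be in part a change in epithelial share, on this value of −0.043. In JTE the endocrine and acinar medians minus the epithelial median were 0.013 (fry adjusted p = 0.138) and 0.039 (fry adjusted p = 0.00194), and those of progenitor and duct 0.286 (fry adjusted p = 3.01e-05) and 0.273 (fry adjusted p = 0.0508).

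Adjoining tissue was looked for in the libraries labelled S1pr2 null with 6 lists, and 2 passed the threshold, both lower: gut (−0.652, adjusted p = 0.0115) and nerve (−0.154, adjusted p = 1.16e-04). Blood (−0.274, adjusted p = 0.77), liver (−0.899, adjusted p = 0.0779), spleen and immune (0.087, adjusted p = 0.688) and muscle (−0.561, adjusted p = 0.403) did not. Whether the dissections differed cannot be told apart from a change in the organ, since counts of dissected tissue do not show which cells made a transcript. In wt, 1 of 13 gut, 5 of 10 nerve, 9 of 12 blood and 3 of 11 liver genes had a mean above 100 counts. In JTE, gut genes had a median of −1.639 (adjusted p = 1.79e-05), liver genes −1.379 (adjusted p = 0.00195) and mesenchyme genes 0.019 (adjusted p = 0.324); mesenchyme genes stood at 0.18 (adjusted p = 0.324) in the libraries labelled S1pr2 null. Nerve genes were lower in JTE (−0.158, adjusted p = 3.09e-04) and in JTE with CTGF (−0.303, adjusted p = 9.79e-05). Blood genes did not change detectably in JTE (0.482, adjusted p = 0.755) and were higher in JTE with CTGF (1.708, adjusted p = 0.00152).

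Developmental delay in the libraries labelled S1pr2 null was tested with the change over 2 days of culture. The correlation was −0.1239, where shared wt libraries alone would give 0.446, and 182 of 238 shared genes went in opposite directions, which is consistent with a delay. Culture, and possibly library set and the part of the organ taken, are in the same contrast. The correlation was 0.114 without a filter on low counts, so this holds for expressed genes and for culture as a stand-in for time.

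Ribosomal protein genes showed a pattern between the cultured and the uncultured set of libraries. Of 79, 9 were lower by more than 1 on the log2 scale in control relative to wt and 0 were higher, against 0 in the libraries labelled S1pr2 null relative to wt and 0 in JTE relative to control. Rps3a1 stood at 2210 normalised reads in wt and 37.6 in control. In JTE with CTGF relative to control, 12 were higher and 1 lower. Counting near-identical copies differently in the 2 sets could give such a pattern. The 9 genes shared 7.06 percentage points more of their words with other loci than the other 70 (permutation p = 0.35, two-sided, 100000 permutations), which decides nothing. Values of ribosomal protein genes should not be compared between cultured and uncultured libraries.

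The comparison of JTE with CTGF and JTE alone carried a trend with gene length. The correlation of counts with length, relative to the mean library, was −0.111, −0.212 and −0.259 in the 3 libraries of JTE with CTGF and between −0.054 and 0.142 in the other 12. Each other split of the libraries gave 0 regulated genes, but those fits left the trend in and do not bear on it. With the trend removed, 189 genes were regulated, 167 shared with the 283, which argues against length as the whole cause of the 283. It may be a part of it. The libraries with the trend are those of 1 group, so a technical origin and an effect of CTGF on long genes cannot be separated.

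The library JTE 3 stood apart from JTE 1 and JTE 2. The median deviation of the acinar list from the mean of all libraries was 0.017 in JTE 3, against 0.963 and 1.085. No biological explanation was tested.

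In the uncultured pancreata, S1pr3 was 1.4-fold and Lpar1 1.88-fold higher in the libraries labelled S1pr2 null. Both are lower than the values quoted from the study above, which were measured in epithelium.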
